A study of Homo sapiens with 31 samples. Its data were reported in "CTCF Expression and Dynamic Motif Accessibility Modulates Epithelial–Mesenchymal Gene Expression" (2022).

How the data were processed

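RNA was sequenced from MCF10A cells, an established line of non-tumourigenic human mammary epithelium, over a time course of TGFβ, a cytokine that drives the epithelial–mesenchymal transition (EMT). The 31 libraries carry 16 labels: untreated at day 2 (D2) and at day 20 (D20), 2, 4, 6, 8 or 10 d of TGFβ at 5 ng/mL, short-term treatment (4 d) followed by 2, 4, 6 or 10 d of withdrawal, and long-term treatment (10 d) followed by 2, 4, 6, 10 or 24 d of withdrawal. Replicate 1 holds 15 libraries and replicate 2 holds 16, and each replicate has its own table. Only replicate 2 has a library at 24 d of withdrawal, which entered no test and was described.

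The deposited table of replicate 1 holds log2 FPKM (fragment counts scaled for transcript length and library size) for 14760 Ensembl genes. Values under FPKM 1 appear to be listed as 0 on that log2 scale. Of the values, 14.6% sat at this floor. The density just above it was flat, with 2129 values over 0 and up to 0.1 against 2104 between 0.4 and 0.5. The values were therefore read as log2 of FPKM with a floor at 1, a reading that rests on the values alone. The deposited table of replicate 2 holds the raw read count of each library for 27685 Entrez genes, with no normalization by the authors. The same table holds FPKM values that the authors computed per library. One count cell held the letter T in place of a number and its gene was left out of the count tests. The aligner, the counting tool, the genome build and the annotation behind the time course are not stated in the labels or headers, so no coordinates are given.

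Genes were joined by symbol. Of the Ensembl identifiers of replicate 1, 97.2% had a symbol in the gene tables, as did 99.5% of the Entrez identifiers of replicate 2, and 41 entries of replicate 1 that shared a symbol were left out. The tables had 12541 genes in common. FPKM was converted to log2(FPKM + 1) in both tables, and the 11294 genes with a mean FPKM of at least 1 over the libraries were tested. In replicate 2 the total of reads per library ran from 18.8 to 26.3 M, and 8665 genes had a count of 0 in all of its libraries. The depth of replicate 1 is unknown because its table gives no counts. Whether depth limits the precision there was not tested.

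Groups came from the labels alone. The 2 untreated columns of replicate 2 cannot be told apart as D2 or D20, since the column names do not carry the day. The 4 untreated libraries, 2 per table, were therefore held as 1 untreated group, which was also the baseline planned for the treated groups. The planned test of untreated D20 against D2 could not be run. Its difference in replicate 1 is described with no test.

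Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) on the 30 libraries of the 14 groups present in both tables, with the table, which is the replicate number, as a block. All groups shared 1 estimate of the spread, on 15 residual degrees of freedom. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. The contrasts were each treated or withdrawn group against untreated, the mean of the on-TGFβ groups against untreated, the trend over 2 to 10 d of TGFβ, 2 d of withdrawal against the end of each treatment, and the long-term against the short-term arm averaged over 2, 4, 6 and 10 d of withdrawal. The test, the contrasts, the gene lists, the rule for the genes named and most of the alternatives were set before the data were examined. Beyond those contrasts, the difference between the arms in the change at 2 d of withdrawal was also fitted.

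The block was kept because the tables differ in units, floor and annotation. As a check, differences between replicate 2 and replicate 1 were correlated between groups over genes. Each of the 78 pairs of the 13 groups with 1 library per table had a correlation over 0.1, from 0.175 to 0.917. A constant difference between the tables would by itself give such correlations. They show an effect of the table and do not decide whether the replicate number pairs the libraries.

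The 10 lists of genes were epithelial, mesenchymal, EMT transcription factors, TGFβ feedback targets, CTCF and cohesin, AP-1, cell cycle, keratinocyte differentiation, interferon response and cholesterol synthesis. Each was tested with fry, limma's rotation set test, in 5 contrasts, and the 50 p-values were adjusted together. The genes named were those fixed beforehand (CDH1, CDH2, CDH3, EPCAM, VIM, FN1, SNAI1, SNAI2, ZEB1, TWIST1, CTCF, CTCFL, SMC3, YY1, CD44 and CD24), the 5 largest rises and the 5 largest falls among the genes called on TGFβ that went the same way in every on-TGFβ library, and the 3 largest rises and falls among calls for the arms and for 10 d of withdrawal after 10 d of TGFβ that went the same way in both tables. No gene met the last part of the rule.

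The share of a treatment's change that remained after withdrawal was measured across tables. Genes with an absolute log2 change of at least 1 at the end of treatment were chosen in 1 table, and the median change in that direction was measured in the other table, as a percentage of its value at the end of treatment. The choice and the measurement were then exchanged, which gives 2 values per time point. A treatment score per library was made in the same way from genes at least 2-fold from untreated in the on-TGFβ mean of the other table, with the untreated mean set to 0% and the on-TGFβ mean to 100%. Because withdrawn and treated groups share their untreated libraries, the share was also computed in 50 simulations in which withdrawn groups were unchanged from untreated.

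Batches were sought with principal components within each table and with the correlation of each library's deviations with GC content and length, which were available for 99.8% of the genes in common from GENCODE transcripts on the GRCh37 assembly. In replicate 1 the first component split the libraries into 2 sets of 8 and 7 that followed GC content and the order of the columns, and the results on TGFβ were recomputed within each set. The direction of genes called on the counts of replicate 2 alone was then counted in replicate 1, a test chosen after the results were seen.

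The alternatives planned beforehand were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, centring of each library on its median, quantile normalization within each table, no replicate block, untreated D2 or D20 alone as the baseline (in replicate 1, the only table that tells them apart), only the groups compared in the fit, a change of at least 1.5-fold beside the adjusted p, an absolute log2 change of at least 2 for the share, camera with its preset correlation for the lists, and each replicate left out in turn. Chosen after seeing the data were the block with a GC and length trend removed (natural splines with 4 degrees of freedom each, fitted to each library's deviations), a floor at FPKM 1 in both tables, the 2 sets of replicate 1 as a term, the library of 4 d TGFβ then 10 d withdrawn in replicate 2 left out, within-table limma tests, and edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the counts of replicate 2 alone.

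The limma fit was tested on simulated values of the 11294 genes with 200 genes changed by 1 on the log2 scale in the on-TGFβ groups. For on TGFβ against untreated it recovered 164 of them (82%) with 5 false calls, and for 10 d of TGFβ, 90 (45%) with 4. The edgeR test on simulated counts of 14130 genes recovered 88 of 200 (44%) with 3 false calls. To ask how often other splits of the libraries gave a result as large, 100 splits within tables were drawn, the real one included. Figures and joins used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Other assays of the study, including chromatin accessibility and CTCF perturbation, were not analysed here.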

Results

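Gene expression was measured by RNA sequencing in 31 libraries of MCF10A cells, a human breast epithelial line, before, during and after exposure to 5 ng/mL TGFβ, a growth factor that drives the epithelial to mesenchymal transition (EMT). There were 4 untreated libraries, 10 libraries on TGFβ (2, 4, 6, 8 and 10 d, 1 per day in each replicate) and 17 libraries from cells withdrawn from TGFβ. Each group had 2 libraries, 1 per replicate, except the pooled untreated group with 4 and the group at 24 d of withdrawal, with 1 library in replicate 2. Replicate 1 was given as log2 FPKM, read as having values under FPKM 1 set to the floor, and from 1588 to 2627 genes per library sat at that floor. Its depth is unknown. Replicate 2 was given as counts and FPKM, with 18.8 M reads in the library of 4 d TGFβ then 10 d withdrawn, the least, and 26.3 M in that of 10 d TGFβ then 2 d withdrawn, the most. Values below are log2 changes of FPKM + 1 from limma with the replicate as a block, over 11294 genes, with 1 library per group and replicate.

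The libraries of replicate 1 differed along an axis other than treatment. Their first principal component held 44.7% of the variance, and across genes its loading correlated with the GC content of the transcripts (Spearman rho 0.703) and with their length (rho -0.469); genes are not independent replicates. It placed 8 libraries on one side, among them untreated D2 and 6 and 8 d of TGFβ, and 7 on the other, among them untreated D20 and 2, 4 and 10 d of TGFβ. The second component, with 34.2%, separated libraries on TGFβ from the others. In replicate 2 the first component held 40.1%, and the library of 4 d TGFβ then 10 d withdrawn lay at its far end, with deviations that correlated with GC content across genes (rho 0.547) and with a total of 663029 over the FPKM of its genes, against 402597 to 477913 in the other libraries of that replicate.

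**Figure D1:**
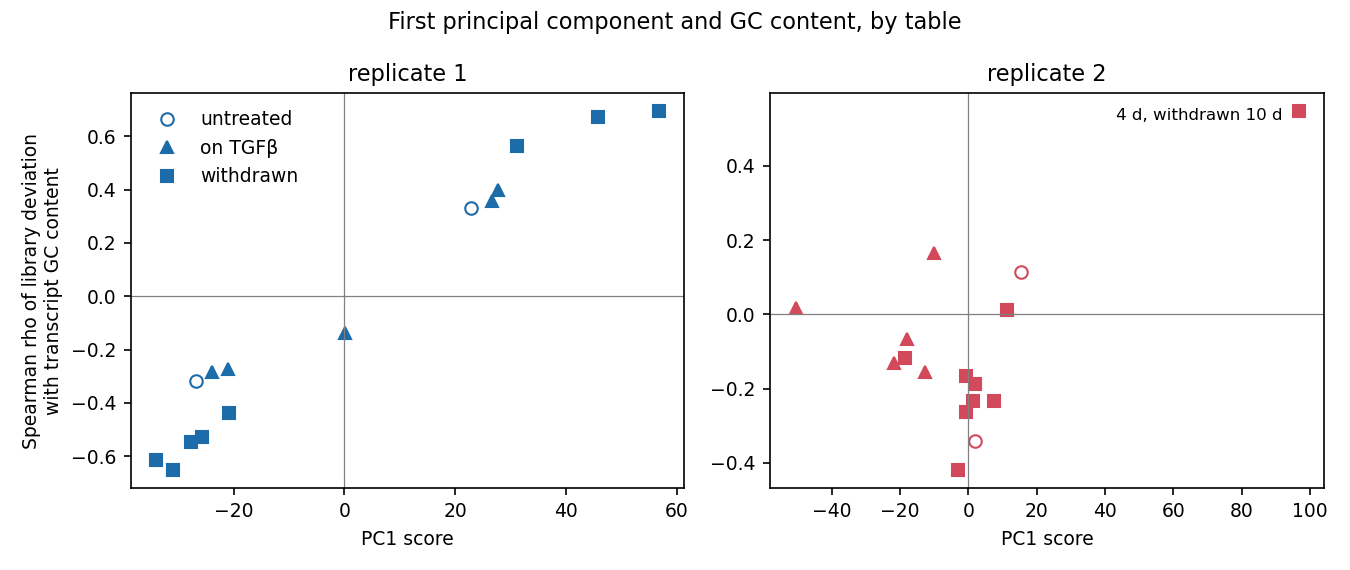
Each library's score on the first principal component of its own table (x axis) against the Spearman correlation across genes of its deviation from the table mean with transcript GC content (y axis), with marker shapes for untreated, on-TGFβ and withdrawn libraries. In replicate 1 all 3 states have libraries on both sides, and in replicate 2 the library of 4 d TGFβ then 10 d withdrawn stands alone at a score of 96.8.

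The first question was which genes respond to TGFβ in both replicates. With the on-TGFβ groups averaged, 3022 genes were called against untreated (limma, adjusted p under 0.05), 1009 higher and 2013 lower. Of these calls, 2057 also changed by at least 1.5-fold. Across genes the changes of the 2 tables correlated with Pearson's r 0.69. The median change of all genes was -0.13, a shift that centring removes, and the split between higher and lower calls followed it. With libraries centred on their median, 1416 genes were higher and 1370 lower, with quantile normalization 1573 and 1637, and with the GC and length trend removed 2001 and 2039. On the counts of replicate 2 alone, edgeR called 662 of 14130 genes, 467 higher and 195 lower, and this was the alternative that moved the count most. Of these, 541 were also called in both tables together. Of the 592 edgeR calls that were tested in both tables, 579 had the same direction in replicate 1, which had no part in calling them. With other libraries of replicate 1 taken as the untreated ones, 20 choices in all, that number had a median of 264 and reached 560.

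Because the axis in replicate 1 ran across the treatments, the changes were recomputed within each side of it, where each side has 1 untreated library. Of the 592 genes called on replicate 2 alone, 559 had the same direction on the side of untreated D2 with 6 and 8 d of TGFβ, and 578 on the side of untreated D20 with 2, 4 and 10 d. Across genes the change on each side correlated with that of replicate 2 with r 0.56 and r 0.79. With the side as a further term of the fit, 3625 genes were called, 1162 higher and 2463 lower.

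Each duration of treatment was then compared with untreated. After 2 d, 1548 genes were called, 475 higher and 1073 lower. There were 815 calls at 4 d (370 higher, 445 lower), 788 at 6 d (303 and 485), 1361 at 8 d (412 and 949) and 1209 at 10 d (486 and 723). The correlation of the tables across genes was 0.31 at 2 d and 0.67 to 0.69 at 4 to 10 d. The split again followed the scaling, and at 2 d it was 698 higher and 590 lower with libraries centred on their median. The counts were lowest with no replicate block, where 401 genes were called at 2 d, 162 at 4 d, 162 at 6 d, 318 at 8 d and 296 at 10 d. To ask whether the response built up with time, a linear trend over 2 to 10 d of TGFβ was fitted in the on-TGFβ groups. It gave 0 calls and 272 genes at an unadjusted p under 0.05, and the slopes of the 2 tables correlated across genes with r -0.27.

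The 5 largest rises on TGFβ among genes that went the same way in every on-TGFβ library were FN1, TGM2, TAGLN, POSTN and TGFBI. FN1 (fibronectin) rose by 4.58 (SE 0.44, adjusted p 1.69e-06, limma) and was higher in 10 of 10 libraries. The size of its rise differed between the replicates, 5.95 in replicate 1 and 3.21 in replicate 2. The interaction of FN1 with the table had an unadjusted p of 0.000775 (adjusted p 0.213, limma). The FPKM of FN1 was 48.5 ± 15.3 (SD, n = 2) in untreated and 3137 ± 998 (n = 5) in on-TGFβ libraries of replicate 1, and 198 ± 76.1 (n = 2) and 1945 ± 906 (n = 5) in replicate 2. The log2 changes of TGM2, TAGLN, POSTN and TGFBI were 4.53, 4.52, 4.50 and 3.77. POSTN was at the floor in both untreated libraries of replicate 1, so the size of its change there depends on the floor. The 5 largest falls were FGFBP1 (log2 change -4.63), S100A9 (-3.04), PPL (-2.86), S100A8 (-2.54) and FOS (-2.46), each lower in 10 of 10 libraries. The falls of S100A9 (-4.55 in replicate 1 and -1.53 in replicate 2) and S100A8 (-3.96 and -1.12) were larger in replicate 1, and edgeR on the counts of replicate 2 alone did not call these genes or TAGLN. PPL was at the floor in all 5 on-TGFβ libraries of replicate 1, where the size of its fall likewise depends on the floor. FGFBP1 also reached the floor on TGFβ in replicate 1, with an FPKM of 1.85 ± 1.68 (SD, n = 5) and a minimum of 1. The size of its fall there may therefore depend on the floor too.

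Among the EMT genes fixed beforehand, the N-cadherin gene CDH2 rose by 2.48 (SE 0.21, adjusted p 4e-07) and EPCAM fell by 2.40 (SE 0.30, adjusted p 2e-05), each in 10 of 10 libraries. CDH2 was at an FPKM of 3.88 ± 1.23 (SD, n = 2) in untreated and 23.0 ± 5.16 (n = 5) in on-TGFβ libraries of replicate 1, and at 1.08 ± 0.196 and 13.3 ± 6.40 in replicate 2. VIM rose by 0.79 (adjusted p 0.00285, 0.33 in replicate 1 and 1.26 in replicate 2) and SNAI2 by 1.09 (adjusted p 0.000162), both higher in 10 of 10 libraries. SNAI1 rose by 1.56 (adjusted p 0.00101), higher in 9 of 10, and its untreated libraries in replicate 1 were at the floor. VIM was no longer called with no replicate block (0.79). ZEB1, near the floor at a mean FPKM of 2.72, rose by 0.95 (adjusted p 0.0215), higher in 10 of 10, and was no longer called with no replicate block, with untreated D2 alone as the baseline (0.80) or with both tables floored at FPKM 1 (1.004). TWIST1 fell by 0.88 (adjusted p 0.00235), lower in 10 of 10. The changes of CDH3 (0.31, adjusted p 0.333) and CD44 (0.17, adjusted p 0.497) were not past the threshold, with values that differed between replicates: -0.08 in replicate 1 and 0.70 in replicate 2 for CDH3, and -0.06 and 0.40 for CD44. The interaction of CDH3 with the table had an unadjusted p of 0.00488 (adjusted p 0.414, limma), and edgeR on the counts of replicate 2 alone called CDH3 higher (0.87). It also called CDH2, EPCAM, VIM, SNAI2 and ZEB1, but not CDH1, SNAI1, TWIST1 or CD44. CD24 was listed only in replicate 2, with an FPKM of 63.6 ± 8.78 (n = 2) in untreated and 203 ± 65.9 (n = 5) in on-TGFβ libraries.

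The E-cadherin gene CDH1 went opposite ways in the replicates. Its pooled log2 change was -0.31 (SE 0.30, adjusted p 0.476), from -1.02 in replicate 1, lower in 5 of 5 libraries, and 0.39 in replicate 2, higher in 5 of 5. In replicate 1 its FPKM was 32.2 ± 11.8 (SD, n = 2) in untreated, 15.3 ± 4.09 (n = 5) in on-TGFβ and 12.2 ± 3.93 (n = 8) in withdrawn libraries. In replicate 2 it was 38.1 ± 1.04 (n = 2), 51.1 ± 9.49 (n = 5) and 25.2 ± 8.92 (n = 9). Within the sides of replicate 1 the change was -1.37 and -0.66.

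**Figure D2:**
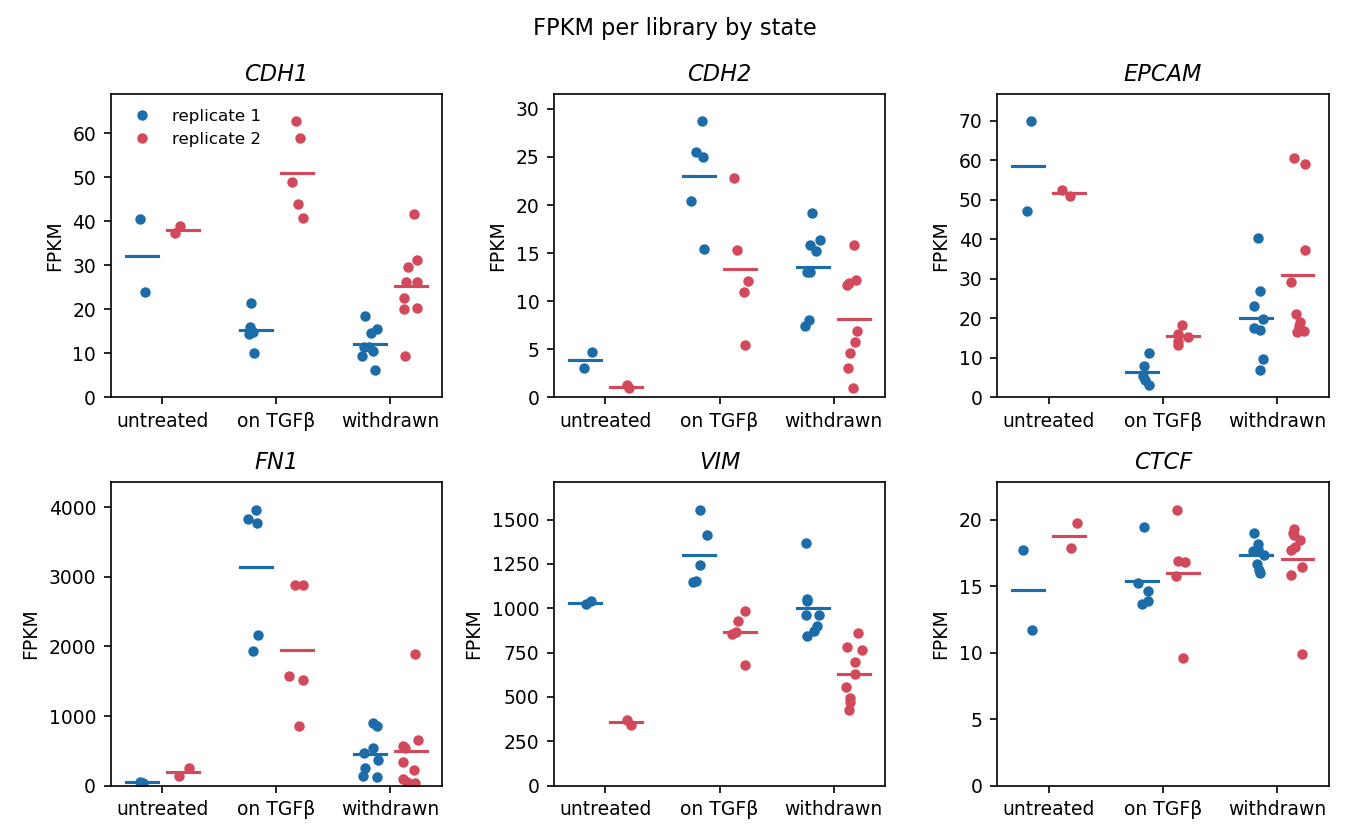
FPKM of CDH1, CDH2, EPCAM, FN1, VIM and CTCF in each library (points) by state, with a line at the mean of each replicate. On TGFβ, CDH2 and FN1 were higher and EPCAM was lower in all 10 libraries than the untreated mean of the same replicate, while CDH1 was lower in the 5 of replicate 1 and higher in the 5 of replicate 2.

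The study followed the insulator protein CTCF and its partners through the transition, which raises the question of whether their transcripts change. CTCF had a log2 change of -0.09 on TGFβ (SE 0.15, adjusted p 0.693), lower in 6 of 10 libraries. The sign turned with libraries centred on their median (0.016) or quantile normalized (0.024). Within replicate 1 the change of CTCF was 0.33 on the side of untreated D2 and -0.18 on the side of untreated D20. Its FPKM was 14.7 ± 4.24 (SD, n = 2) in untreated and 15.4 ± 2.36 (n = 5) in on-TGFβ libraries of replicate 1, and 18.8 ± 1.34 (n = 2) and 15.99 ± 4.05 (n = 5) in replicate 2. SMC3 had a change of -0.48 (SE 0.35, adjusted p 0.333), lower in 8 of 10 libraries. YY1 had one of -0.35 (SE 0.16, adjusted p 0.103), lower in 10 of 10, and was called only with the GC and length trend removed (-0.27). CTCFL was not in the table of replicate 1 and was listed at an FPKM of 0 in every library of replicate 2.

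The lists of genes asked whether programmes moved as sets. On TGFβ, 6 of the 10 lists passed the threshold (fry, adjusted over 50 tests). The mesenchymal list had a median of 2.17 with 18 of 19 genes higher (adjusted p 4.49e-06), 2.29 in replicate 1 and 1.72 in replicate 2. All 19 genes were called, 18 of them higher, and 19 were called adjusted over the list alone. The TGFβ feedback targets had a median of 1.59 (1.63 in replicate 1 and 1.55 in replicate 2), with 7 of 8 genes higher (adjusted p 1.29e-05) and 6 called over all genes and 6 adjusted over the list alone. The EMT transcription factors had a median of 0.41 (0.66 and 0.16), with 4 of 7 genes higher (adjusted p 0.028), but with a mean FPKM of at least 5, which leaves out most of them, the median was -0.22, the largest move among the lists that passed. Their calls, 4 over all genes and 4 adjusted over the list alone, were SNAI1, SNAI2, ZEB1 and, lower, TWIST1. The interferon response list had a median of 0.61 (0.22 and 0.90), with 6 of 7 genes higher (adjusted p 0.0128) and 4 called (IFIT3, IFI6, IFI27 and, lower, OAS1, named after their values were seen) or 5 adjusted over the list alone.

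The epithelial list had a median of -0.44 on TGFβ, with 19 of 24 genes lower and an adjusted p of 0.028 (fry), -0.65 in replicate 1 and -0.27 in replicate 2. There were 11 calls, all lower, and 13 adjusted over the list alone. It lost the threshold with libraries centred on their median (-0.33), quantile normalized (-0.32) or with the GC and length trend removed (-0.35), and also with no replicate block, with untreated D20 alone as the baseline and under camera. The cholesterol synthesis list had a median of -0.45 (-0.36 in replicate 1 and -0.50 in replicate 2), with 9 of 10 genes lower, at an adjusted p of 0.0482. It lost the threshold with quantile normalization (-0.33) and under other alternatives. The other lists were not past it. Cell cycle had a median of -0.63 with 21 of 21 genes lower (adjusted p 0.235), AP-1 one of -0.31 (adjusted p 0.36), CTCF and cohesin one of -0.19 with 9 of 12 genes lower (adjusted p 0.672) and keratinocyte differentiation one of 0.41 (adjusted p 0.672), which turned to -0.33 with no filter on low values. Their medians in replicate 1 and replicate 2 were -0.33 and -0.93 for cell cycle, -0.09 and -0.49 for AP-1, -0.21 and -0.22 for CTCF and cohesin and 0.11 and 0.57 for keratinocyte differentiation. The cell cycle value of replicate 2 leans on the library of 2 d of TGFβ, with a list median of -2.59 against -0.62 to -0.36 in the other 4 on TGFβ. Called genes numbered 3, 3, 0 and 7 in these lists, and 2, 3, 0 and 7 adjusted over the list alone. At an unadjusted p under 0.05, the CTCF and cohesin list had 2 genes, STAG1 (0.57) and YY1, named after their values were seen.

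Within the sides of replicate 1 the mesenchymal medians were 2.55 and 2.08, the epithelial -1.01 and -0.49, the TGFβ feedback 1.83 and 1.72, the EMT transcription factors 1.12 and 0.36, the interferon response 0.21 and 0.45 and the cholesterol synthesis -0.39 and -0.33. For the lists not past the threshold they were 0.01 and -0.69 for cell cycle, -0.05 and 0.10 for AP-1, -0.14 and -0.15 for CTCF and cohesin and -0.38 and 0.49 for keratinocyte differentiation. At 10 d of TGFβ alone, the lists past the threshold were mesenchymal (2.21, adjusted p 3.51e-05), TGFβ feedback (1.28, adjusted p 0.001), interferon response (0.68, adjusted p 0.0195) and epithelial (-0.74, adjusted p 0.0478). Under camera with its preset correlation, of the 6 lists past the threshold on TGFβ the mesenchymal, TGFβ feedback and interferon response lists passed as well. The 7 list results past the threshold under camera and not under fry were for other contrasts, 4 of them for the difference between the arms.

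**Figure D3:**
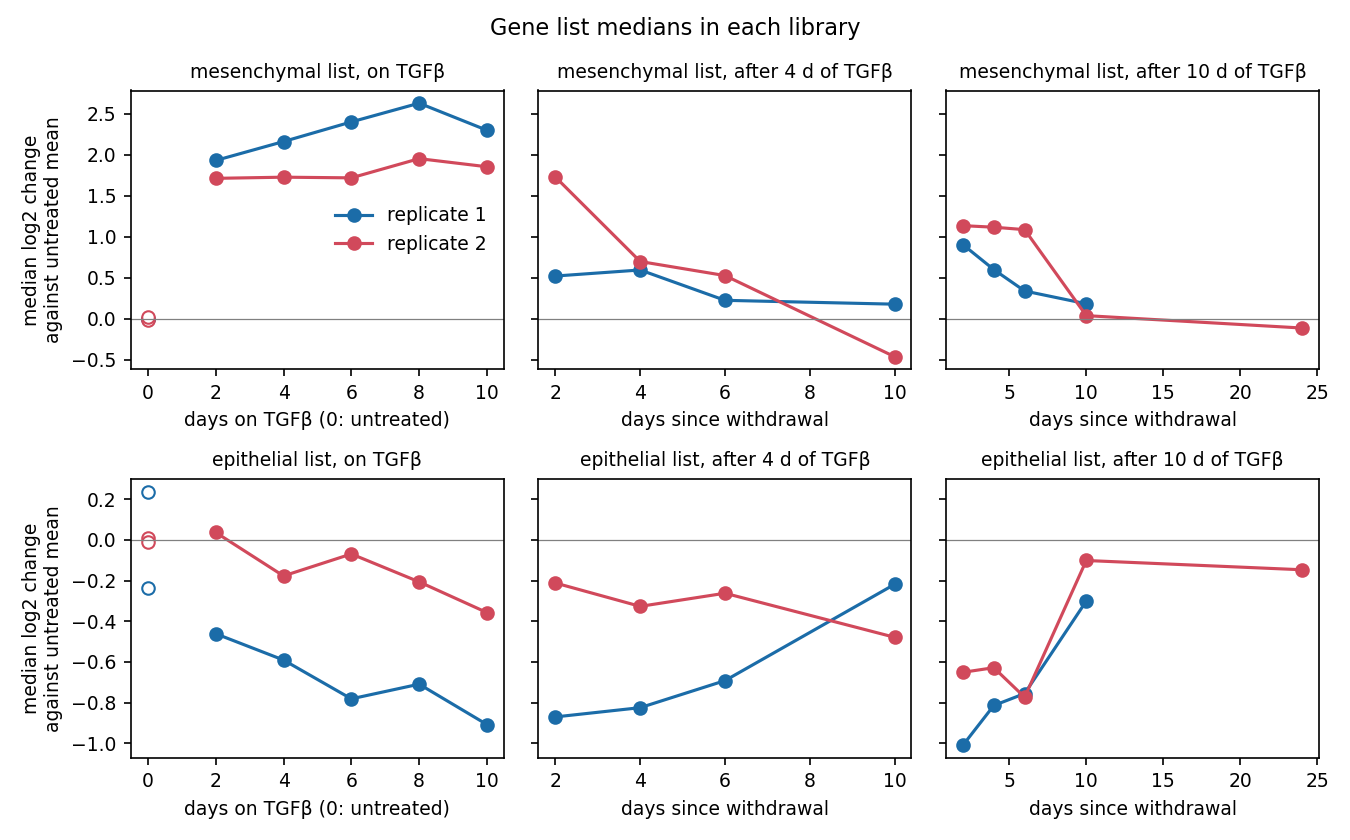
Median log2 change of the mesenchymal (upper panels) and epithelial (lower panels) lists in each library against the untreated mean of its replicate, over days on TGFβ and days since withdrawal, with untreated libraries as open circles at day 0. The mesenchymal medians were positive in all 10 on-TGFβ libraries, and the epithelial medians were negative in all 5 of replicate 1 and in 4 of 5 in replicate 2.

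The next question was how much of the change outlasts TGFβ. After short-term treatment, 44 genes were called against untreated at 2 d of withdrawal (16 higher, 28 lower, limma) and 0 at 4, 6 and 10 d, with 253, 125 and 4751 genes at an unadjusted p under 0.05. The count at 10 d turned on the processing, from 0 to 2931 with untreated D2 alone as the baseline. The library of that group in replicate 2 is the one that stood apart on the first component. At 2 d of withdrawal the library of replicate 2 had a treatment score of 107.6%, against 19.8% in replicate 1. The 44 calls may therefore hold more than change left after withdrawal. After long-term treatment, 26 genes were called at 2 d (12 higher, 14 lower), 8 at 4 d (7 and 1), 7 at 6 d (6 and 1) and 0 at 10 d, where 628 had an unadjusted p under 0.05. CDH2 was among the calls at 2, 4 and 6 d after long-term treatment, with changes of 2.35, 2.21 and 2.21, and at 10 d its change was 1.18 (SE 0.31, adjusted p 0.724), above 0 in both replicates (0.92 and 1.43). No list passed the threshold at 10 d of withdrawal in either arm. The closest after long-term treatment was AP-1 (-0.83, 7 of 8 genes lower, adjusted p 0.0542), and after short-term treatment CTCF and cohesin (-0.99, 12 of 12 genes lower, adjusted p 0.0556), for which replicate 1 gave -0.45 and replicate 2 gave -1.38. The epithelial list stood at -0.28 (adjusted p 0.36) after long-term and -0.32 (adjusted p 0.235) after short-term treatment, and the latter turned to 0.032 with libraries centred on their median.

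Against the end of treatment, 2 d of withdrawal gave 1 call after long-term treatment (KANK4, lower by a log2 change of -3.37, named after its values were seen), with 1710 genes at an unadjusted p under 0.05, and 0 after short-term treatment, with 380. The difference between the arms in that change gave 0 calls, with 76 genes at an unadjusted p under 0.05. Both results with 0 calls include the replicate 2 library of 4 d TGFβ then 2 d withdrawn. Its treatment score was 107.6%, against 108.0% at 4 d of TGFβ, while in replicate 1 these were 19.8% and 88.6%. The 0 calls therefore do not show that withdrawal after short-term treatment changes nothing or that the arms respond alike. Simulated changes of 1 on the log2 scale were recovered for 45% of genes at 10 d of TGFβ against untreated, with 2 libraries against 4. The comparisons with the end of treatment, with 2 libraries against 2, were not simulated.

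Measured across tables, the share of the change of long-term treatment that remained was 39.5% ± 5.41 (SD, n = 2) at 2 d of withdrawal, 21.1% ± 3.16 at 4 d, 10.7% ± 2.57 at 6 d and -3.47% ± 11.03 at 10 d. Groups simulated as unchanged from the same untreated libraries gave 0.0633% ± 0.724 (SD) over 50 simulations, each a mean over both arms and all time points. Noise was drawn independently for each gene and library. The mean near 0 argues against a bias from the shared untreated libraries. The SD does not measure the spread of the share at a single time point. The long-term shares are medians over genes, from which sets of genes can differ. In replicate 2 the mesenchymal list stood at 1.11 and 1.08 at 4 and 6 d, against 1.85 at 10 d of TGFβ. In replicate 1 it stood at 0.60 and 0.34, against 2.30. After short-term treatment the share was 11.4% ± 10.6 at 4 d and 8.84% ± 3.27 at 6 d. At 2 and 10 d of withdrawal the short-term means, 56.4% ± 46.2 and 72.4% ± 96.6, covered values that disagreed. Measured in replicate 1 they were 23.8% and 4.05%, and in replicate 2 they were 89.1% and 140.7%. The short-term mean at 10 d also turned on the baseline, with 17.9% for untreated D20 alone and 127.0% for untreated D2 alone. With genes chosen and measured in the same replicate, the long-term share at 10 d was 37.4% in replicate 1 and 19.0% in replicate 2, the alternatives that moved it most.

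The treatment score places each library between untreated (0%) and the on-TGFβ mean (100%). On TGFβ it ran from 88.6% to 110.7% in replicate 1 and from 69.4% at 2 d to 110.9% at 10 d in replicate 2. After long-term treatment it was 35.0%, 18.4%, 4.68% and 0% at 2, 4, 6 and 10 d in replicate 1, and 36.1%, 24.6%, 19.0% and -5.71% in replicate 2. After short-term treatment it was 19.8%, 11.1%, 1.20% and -0.33% in replicate 1. In replicate 2 it was 107.6% at 2 d, 8.73% at 4 d, 10.9% at 6 d and 40.6% at 10 d, or 30.4% at 10 d with the GC and length trend removed.

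**Figure D4:**
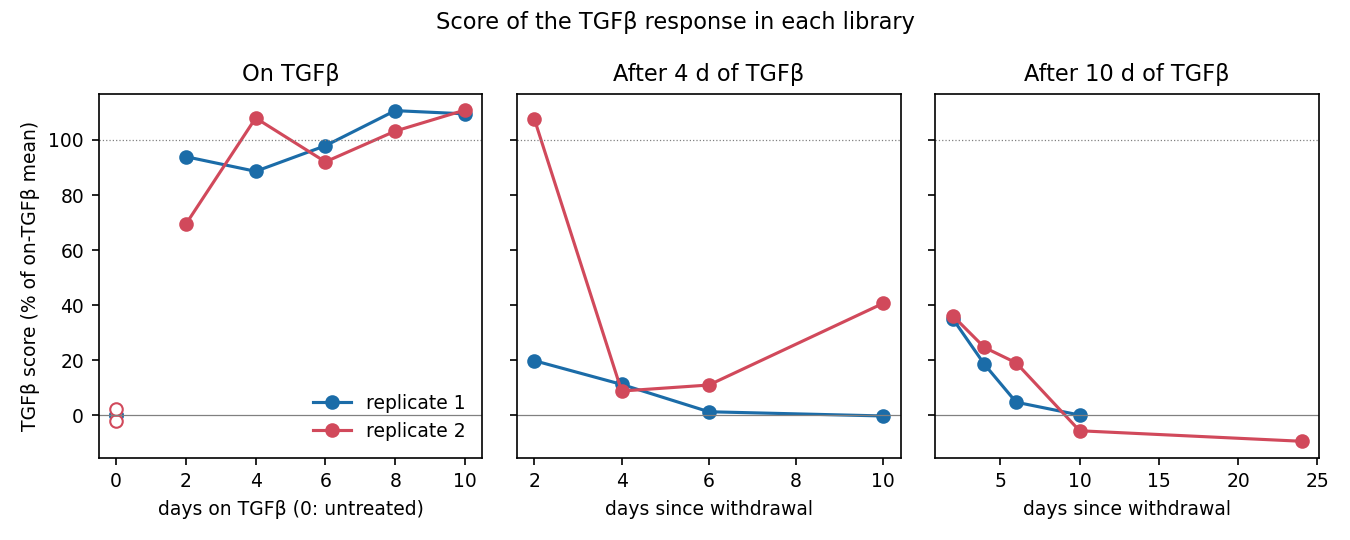
Treatment score of each library (y axis, percent of the on-TGFβ mean of its replicate, on genes chosen in the other replicate) over days on TGFβ and over days since withdrawal after 4 d and after 10 d of treatment, with untreated libraries as open circles at day 0. After 10 d of TGFβ the replicates were closest at 2 d of withdrawal (35.0% and 36.1%) and farthest at 6 d (4.68% and 19.0%). After 4 d of TGFβ they lay apart at 2 d (19.8% in replicate 1, 107.6% in replicate 2) and 10 d (-0.33% and 40.6%). At 4 d (11.1% and 8.73%) and 6 d (1.20% and 10.9%) they were nearer.

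Whether long-term and short-term treatment leave different states was asked over 2, 4, 6 and 10 d of withdrawal. No gene was called between the arms, with 85 at an unadjusted p under 0.05. The differences between the arms ran opposite ways in the 2 tables, with r -0.65 across genes, and r was -0.098 without 10 d of withdrawal. On the counts of replicate 2 alone, edgeR gave 0 calls (217 genes at an unadjusted p under 0.05) and DESeq2 gave 8 (6 higher, 2 lower). None of the lists passed the threshold (fry). The closest were the EMT transcription factors, with a median of 0.28, 5 of 7 genes higher and an adjusted p of 0.0566. The epithelial list had a median of -0.19, with 23 of 24 genes lower and an adjusted p of 0.251.

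Untreated cells could be compared over time only in replicate 1, with 1 library each at D20 and D2 and no replicate check. Between these libraries 1418 genes (12.6% of those tested) differed by at least 2-fold, 534 higher and 884 lower at D20, and they lie on opposite sides of the first component of that table. Between the 2 untreated libraries of replicate 2, 87 genes (0.77%) differed by as much.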

Values the study reported

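The paper reports that the share of cells positive for surface E-cadherin fell from 93.0% to 34.6% after 4 days of TGFβ and to 17.5% after 10 days. In its accessibility assay it counts 175,103 peaks after long-term treatment against 113,680 in untreated cells, and 47,174 after 4 days of withdrawal. Neither the surface protein nor the accessibility data were analysed here.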

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

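Both results below were found in the data, and their tests were chosen only after they were seen.

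CDH1 stands out because on TGFβ it was lower in all 5 libraries of replicate 1 and higher in all 5 of replicate 2, a difference of 1.41 on the log2 scale between the 2 changes (SE 0.36). The interaction of replicate and TGFβ in limma gave an unadjusted p of 0.00172 and an adjusted p of 0.324 over all genes, so the difference did not pass the threshold. Genes with such opposite directions numbered 218, against a median of 190 over the other splits, and 45 of 100 splits of the 14 libraries within tables gave as many, so a gene of this kind is what splits unrelated to treatment also give. The rise in replicate 2 was still there with the GC and length trend removed (0.45) or with libraries centred on their median (0.51), which argues against these as its cause. On the counts of replicate 2 edgeR gave 0.57, which argues against the step from counts to FPKM as its source. The rise was not called there (adjusted p 0.138, edgeR). Within both sides of replicate 1 CDH1 fell, by 1.37 and by 0.66. A difference between the cultures or in their handling may have produced the pattern, but replicate, table and processing by the authors coincide here, so these cannot be told apart, and chance stays open as well. No further biological explanation was tested, since the design names none that differs between the replicates.

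The library at 24 d of withdrawal after 10 d of TGFβ exists in replicate 2 only and enters no comparison. In it, 108 genes were at least 2-fold from both untreated libraries of that replicate in the same direction, while 207 and 222 genes were at least 2-fold from each of them and 87 separated the untreated libraries from each other. Most other withdrawn libraries of replicate 2 gave counts like it, from 48 to 250, apart from 543 at 2 d and 3625 at 10 d of withdrawal after 4 d of TGFβ. If these genes were left over from treatment, most should have the direction of the on-TGFβ change of replicate 1, and 50 of 108 had it, which argues against a leftover as the source of the set. The deviations of the library correlated with GC content across genes with rho -0.23, within the range of the other withdrawn libraries, and this value decides nothing about these genes, so a GC trend remains a possible explanation. With 1 library and no replicate, a biological state at 24 d and variation between libraries cannot be told apart.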

How the results depend on the processing

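The floor at FPKM 1 in both tables, the GC and length trend removed, the sides of replicate 1 as a term, the library left out and edgeR and DESeq2 were chosen as alternatives after seeing the data. Over all alternatives, 177 of 237 counts of genes stayed within 1.5 times the count reported and 60 did not. For lists, 531 of 630 values kept their direction and side of the threshold or, with no test, moved by less than the spread between replicates; 30 lost the threshold, 18 came past it, 30 changed sign and 21 with no test moved. Of 274 values for the genes named, 267 kept their direction and side, and of 96 shares of change remaining, 20 moved by more than the spread. The mesenchymal and TGFβ feedback lists on TGFβ stayed past the threshold under every alternative that tested them, with medians from 1.93 to 2.30 and from 1.59 to 1.75. Values for lists and genes are log2 changes. Where no cause is named for a change, the cause was not tested.

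With a pseudocount of 0.1, the number of genes called was 2390 at 10 d after 4 d of TGFβ, 13 at 6 d after 10 d of TGFβ and 0 at 2 d after 10 d of TGFβ against its end (1655 at an unadjusted p under 0.05). Lists no longer past the threshold were EMT transcription factors on TGFβ (0.69), cholesterol synthesis on TGFβ (-0.45) and epithelial at 10 d of TGFβ (-0.79). List medians with the other sign were interferon response between the arms (0.016). With no filter on low values, the number of genes called was 3 at 2 d after 10 d of TGFβ against its end. The threshold was lost by interferon response on TGFβ (0.49), cholesterol synthesis on TGFβ (-0.45), epithelial at 10 d of TGFβ (-0.72) and interferon response at 10 d of TGFβ (0.37). The sign turned for keratinocyte differentiation on TGFβ (-0.33), keratinocyte differentiation at 10 d of TGFβ (-0.38) and interferon response between the arms (0.087). With a mean FPKM of at least 5, the number of genes called was 19 at 2 d after 4 d of TGFβ, 1769 at 10 d after 4 d of TGFβ, 7 at 2 d after 10 d of TGFβ, 3 at 4 d after 10 d of TGFβ, 2 at 6 d after 10 d of TGFβ and 0 at 2 d after 10 d of TGFβ against its end (1365 at an unadjusted p under 0.05). Calls were lost for cholesterol synthesis on TGFβ (-0.45) and epithelial at 10 d of TGFβ (-0.74). Medians that changed sign were EMT transcription factors on TGFβ (-0.22), EMT transcription factors at 10 d of TGFβ (-0.15), EMT transcription factors at 10 d after 10 d of TGFβ (-0.12), interferon response at 10 d after 4 d of TGFβ (1.001) and interferon response between the arms (0.012). That filter tests fewer genes and leaves out low members of the EMT transcription factor list.

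With libraries centred on their median, the number of genes called was 1 at 4 d after 4 d of TGFβ and 1149 at 10 d after 4 d of TGFβ. Lists no longer past the threshold were epithelial on TGFβ (-0.33) and epithelial at 10 d of TGFβ (-0.61). Lists that came past the threshold were EMT transcription factors at 10 d of TGFβ (0.53). List medians with the other sign were AP-1 at 10 d of TGFβ (0.0045), epithelial at 10 d after 4 d of TGFβ (0.032), mesenchymal at 10 d after 4 d of TGFβ (0.17), EMT transcription factors at 10 d after 4 d of TGFβ (0.19), TGFβ feedback targets at 10 d after 4 d of TGFβ (0.060), interferon response at 10 d after 4 d of TGFβ (0.29), CTCF and cohesin between the arms (-0.025) and cell cycle between the arms (-0.014). The change of CTCF on TGFβ had the other sign, 0.016. The share remaining was 24.4% at 4 d after 10 d of TGFβ and 13.3% at 6 d after 10 d of TGFβ. The calls split into 1416 and 1370 on TGFβ, 698 and 590 at 2 d of TGFβ, 521 and 361 at 4 d of TGFβ, 372 and 369 at 6 d of TGFβ, 511 and 664 at 8 d of TGFβ and 681 and 510 at 10 d of TGFβ (higher, then lower). With quantile normalization within each table, lists no longer past the threshold were epithelial on TGFβ (-0.32), cholesterol synthesis on TGFβ (-0.33) and epithelial at 10 d of TGFβ (-0.58). Lists that came past the threshold were EMT transcription factors at 10 d of TGFβ (0.47). The sign turned for EMT transcription factors at 10 d after 4 d of TGFβ (0.032), TGFβ feedback targets at 10 d after 4 d of TGFβ (0.047), interferon response at 10 d after 4 d of TGFβ (0.38) and CTCF and cohesin between the arms (-0.0047). The change of CTCF on TGFβ had the other sign, 0.024. The splits were then 1573 and 1637 on TGFβ, 880 and 904 at 2 d of TGFβ, 596 and 410 at 4 d of TGFβ, 479 and 481 at 6 d of TGFβ, 654 and 817 at 8 d of TGFβ and 798 and 632 at 10 d of TGFβ, and 12 and 23 at 2 d after 10 d of TGFβ.

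With no replicate block, the number of genes called was 401 at 2 d of TGFβ, 162 at 4 d of TGFβ, 162 at 6 d of TGFβ, 318 at 8 d of TGFβ, 296 at 10 d of TGFβ, 0 at 2 d after 4 d of TGFβ (659 at an unadjusted p under 0.05), 0 at 2 d after 10 d of TGFβ (377 at an unadjusted p under 0.05), 0 at 4 d after 10 d of TGFβ (304 at an unadjusted p under 0.05), 0 at 6 d after 10 d of TGFβ (165 at an unadjusted p under 0.05), 1332 on TGFβ and 0 at 2 d after 10 d of TGFβ against its end (818 at an unadjusted p under 0.05). Calls were lost for epithelial on TGFβ (-0.44), EMT transcription factors on TGFβ (0.41), interferon response on TGFβ (0.61), cholesterol synthesis on TGFβ (-0.45), epithelial at 10 d of TGFβ (-0.74) and interferon response at 10 d of TGFβ (0.68). By construction, the difference between the tables then enters the residual. VIM and ZEB1 were not called there, nor was ZEB1 with untreated D2 alone as the baseline or both tables floored.

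Untreated D2 and D20 could be taken apart only in replicate 1, so these baselines use fewer libraries there, and comparisons with no untreated group have no such value. With untreated D2 alone as the baseline, the number of genes called was 1031 at 2 d of TGFβ, 511 at 6 d of TGFβ, 837 at 8 d of TGFβ, 18 at 2 d after 4 d of TGFβ, 2931 at 10 d after 4 d of TGFβ and 17 at 2 d after 10 d of TGFβ. Lists no longer past the threshold were cholesterol synthesis on TGFβ (-0.43). Lists that came past the threshold were AP-1 on TGFβ (-0.44), AP-1 at 10 d of TGFβ (-0.17), AP-1 at 10 d after 10 d of TGFβ (-1.07), CTCF and cohesin at 10 d after 4 d of TGFβ (-1.09) and AP-1 at 10 d after 4 d of TGFβ (-0.66). List medians with the other sign were interferon response at 10 d after 4 d of TGFβ (0.12). The share remaining was 48.6% at 2 d after 10 d of TGFβ, 6.31% at 6 d after 10 d of TGFβ and 12.3% at 6 d after 4 d of TGFβ. With untreated D20 alone as the baseline, the number of genes called was 484 at 4 d of TGFβ, 8 at 2 d after 4 d of TGFβ, 13 at 2 d after 10 d of TGFβ, 5 at 4 d after 10 d of TGFβ and 2 at 6 d after 10 d of TGFβ. The threshold was lost by epithelial on TGFβ (-0.42), EMT transcription factors on TGFβ (0.37), cholesterol synthesis on TGFβ (-0.48) and epithelial at 10 d of TGFβ (-0.55). The sign turned for cell cycle at 10 d after 10 d of TGFβ (-0.20), cell cycle at 10 d after 4 d of TGFβ (-0.14) and interferon response at 10 d after 4 d of TGFβ (0.10). The share remaining was 34.0% at 2 d after 10 d of TGFβ and 4.35% at 6 d after 4 d of TGFβ.

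With the replicate block and the GC and length trend removed, the number of genes called was 2539 at 2 d of TGFβ, 1717 at 4 d of TGFβ, 1404 at 6 d of TGFβ, 2086 at 8 d of TGFβ, 2240 at 10 d of TGFβ, 91 at 2 d after 4 d of TGFβ, 1 at 4 d after 4 d of TGFβ, 32 at 4 d after 10 d of TGFβ, 11 at 6 d after 10 d of TGFβ and 108 at 2 d after 10 d of TGFβ against its end. Calls were lost for epithelial on TGFβ (-0.35) and epithelial at 10 d of TGFβ (-0.64). Lists that came past the threshold were EMT transcription factors at 10 d of TGFβ (0.55), AP-1 at 10 d after 10 d of TGFβ (-0.95) and AP-1 at 10 d after 4 d of TGFβ (-0.84). Medians that changed sign were mesenchymal at 10 d after 4 d of TGFβ (0.023), EMT transcription factors at 10 d after 4 d of TGFβ (0.13), interferon response at 10 d after 4 d of TGFβ (0.35) and interferon response between the arms (0.011). The share remaining was 27.2% at 4 d after 10 d of TGFβ and 15.9% at 6 d after 10 d of TGFβ. The splits were 2001 and 2039 on TGFβ, 1237 and 1302 at 2 d of TGFβ, 734 and 670 at 6 d of TGFβ, 1012 and 1074 at 8 d of TGFβ and 1198 and 1042 at 10 d of TGFβ, and 46 and 45 at 2 d after 4 d of TGFβ. YY1 came past the threshold there (-0.27). With both tables floored at FPKM 1, the number of genes called was 1522 at 10 d after 4 d of TGFβ, 1 over time on TGFβ and 2 at 2 d after 10 d of TGFβ against its end. Lists that came past the threshold were AP-1 at 10 d after 10 d of TGFβ (-0.85). List medians with the other sign were EMT transcription factors at 10 d after 10 d of TGFβ (-0.0033). With the 2 sides of replicate 1 as a term beside the replicate block, the number of genes called was 2351 at 2 d of TGFβ and 0 at 2 d after 10 d of TGFβ against its end (1679 at an unadjusted p under 0.05). With the library of 4 d TGFβ then 10 d withdrawn in replicate 2 left out, the number of genes called was 1381 at 4 d of TGFβ, 1197 at 6 d of TGFβ, 103 at 2 d after 4 d of TGFβ, 1 at 4 d after 4 d of TGFβ, 40 at 2 d after 10 d of TGFβ, 28 at 4 d after 10 d of TGFβ and 0 at 2 d after 10 d of TGFβ against its end (2117 at an unadjusted p under 0.05). The genes called then numbered 3690 on TGFβ.

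Under camera with its preset correlation, lists no longer past the threshold were epithelial on TGFβ (-0.44), EMT transcription factors on TGFβ (0.41) and cholesterol synthesis on TGFβ (-0.45). Lists that came past the threshold were epithelial at 10 d after 10 d of TGFβ (-0.28), AP-1 at 10 d after 10 d of TGFβ (-0.83), CTCF and cohesin at 10 d after 4 d of TGFβ (-0.99), epithelial between the arms (-0.19), mesenchymal between the arms (0.17), EMT transcription factors between the arms (0.28) and keratinocyte differentiation between the arms (-0.27). With genes of an absolute log2 change of at least 2, the share remaining was 26.9% at 4 d after 10 d of TGFβ and 16.4% at 6 d after 10 d of TGFβ. On the counts of replicate 2 alone, edgeR called 662 genes on TGFβ and DESeq2 2021, 1358 higher and 663 lower, of which 541 and 1329 were also called in both tables together with the same direction. For the difference between the arms DESeq2 called 8. These fits use 1 replicate.

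Each replicate was also left out in turn, which leaves 1 library per group and no test for single groups. For on TGFβ against untreated, where 5 libraries remain, limma within 1 table called 801 to 1806 genes. List medians ran from 1.72 to 2.29 for mesenchymal on TGFβ, -0.22 to -0.21 for CTCF and cohesin on TGFβ, 1.85 to 2.30 for mesenchymal at 10 d of TGFβ, 1.35 to 1.68 for TGFβ feedback targets at 10 d of TGFβ, -0.46 to -0.13 for AP-1 at 10 d of TGFβ, 0.28 to 0.50 for keratinocyte differentiation at 10 d of TGFβ, -0.30 to -0.10 for epithelial at 10 d after 10 d of TGFβ, 0.035 to 0.18 for mesenchymal at 10 d after 10 d of TGFβ, -0.077 to 0.20 for TGFβ feedback targets at 10 d after 10 d of TGFβ, 0.0042 to 0.030 for keratinocyte differentiation at 10 d after 10 d of TGFβ, -0.12 to -0.0036 for cholesterol synthesis at 10 d after 10 d of TGFβ, -0.23 to 0 for EMT transcription factors at 10 d after 4 d of TGFβ, -0.22 to 0.43 for cell cycle at 10 d after 4 d of TGFβ, -0.22 to -0.079 for epithelial between the arms, 0.13 to 0.18 for mesenchymal between the arms, 0.12 to 0.16 for TGFβ feedback targets between the arms, 0.0052 to 0.059 for AP-1 between the arms and 0.011 to 0.065 for interferon response between the arms. The share remaining, with genes chosen and measured in the same replicate, ran from 19.05 to 37.4% at 10 d after 10 d of TGFβ, 27.8 to 30.8% at 2 d after 10 d of TGFβ, 28.9 to 58.9% at 4 d after 10 d of TGFβ, 4.66 to 21.5% at 6 d after 10 d of TGFβ and 8.15 to 14.01% at 6 d after 4 d of TGFβ. Choice and measurement in 1 replicate share its errors by construction.

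The planned comparison of untreated D20 with D2 across replicates was not run, because the untreated columns of replicate 2 do not say which is D2 and which D20, and neither were its alternatives. Fits on the groups compared alone gave 3351 genes on TGFβ, and a change of at least 1.5-fold beside the adjusted p gave 2057. Depth is unknown in replicate 1, where values under FPKM 1 are read as set to the floor, so changes of genes near it are limited there. In replicate 2 the least depth was 18.8 M reads. In a library of 20.4 M reads thinned to it, 0 tested genes moved by 2-fold or more. That step is small, and it does not cover libraries of up to 26.3 M reads. At 10 d of TGFβ against untreated, 2 libraries against 4, 45% of simulated changes of 1 on the log2 scale were recovered. For on TGFβ against untreated it was 82%, and 44% for edgeR on simulated counts of replicate 2. The other contrasts were not simulated.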

Other observations

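The tests in this part were chosen after the results were seen, except the splits of the samples, whose use was set beforehand.

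Other splits of the libraries asked how often a result as large arises with no regard to treatment. In a fit of table and state, the on-TGFβ libraries against untreated gave 3509 genes. Of 100 splits of the 14 libraries within tables, drawn from 441, 1 gave as many, the real one, and the next gave 1077, with a median of 0. For the list medians, splits as far from 0 numbered 1 of 100 for mesenchymal, 1 for TGFβ feedback targets, 1 for cholesterol synthesis, and 2 each for epithelial, EMT transcription factors and interferon response. For the long-term against the short-term arm, where 0 genes were called and 85 had an unadjusted p under 0.05, 100 of 100 splits drawn from 2450 gave as many, since each of them also gave 0.

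The split of the libraries of replicate 1 along the first principal component followed GC content, with rho 0.703 between loading and GC content across genes. With a GC and length trend removed from each library, 13.9% of the variance of that component was left, so the trend is most but not all of it. Over the 15 libraries Pearson's r of the component with being on TGFβ was 0.0437 (exact permutation p 0.845) and Spearman's rho was 0.16 (exact permutation p 0.594), and r was 0.31 without the 2 libraries farthest from the median. The second component separated libraries on TGFβ, and the first is uncorrelated with it by construction. These correlations were therefore held near 0 and decide little about the TGFβ state of the cells. All 3 states had libraries on both sides, so the sides do not separate the states. In the order of the table's columns, the first 8 libraries lay on one side and the next 7 on the other, 1 of 6435 arrangements of that many, although the library of 2 d of TGFβ lay close to the middle, at a score of 0.11. Libraries prepared or sequenced in 2 sets are a candidate explanation, which the labels do not name and which was noticed in these data. The loading correlated across genes with the deviation of the library of 4 d TGFβ then 10 d withdrawn in replicate 2 (rho 0.773), so both tables may share an axis. Changes on TGFβ within the sides are given with the pooled ones for the lists, CDH1 and CTCF.

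The library of 4 d TGFβ then 10 d withdrawn in replicate 2 had 4367 genes at least 2-fold from the mean of the other libraries off TGFβ, against at most 485 in any other. GC content fits in part, with rho 0.547 across genes between it and the deviation. With the trend removed 1442 genes remained, against at most 448 in another library, which argues against the trend as the whole. Lower depth was tested by thinning the library of 4 d TGFβ then 6 d withdrawn from 20.4 M to 18.8 M reads. It then had 0 tested genes 2-fold off. That step is small and does not cover deeper libraries, up to 26.3 M reads, so it decides little about depth. The share of reads in the 10 top genes of the library of 4 d TGFβ then 10 d withdrawn was 7.77%. It was 4.36% to 4.89% in the other libraries off TGFβ and 8.79% in that of 4 d TGFβ then 2 d withdrawn. With these reads left out of each library's total, 4338 genes were still 2-fold off, against at most 483 in another library, which argues against a few genes taking most of the reads. The state of cells 10 d after a 4 d treatment stays open. After the trend was removed its deviation correlated across genes with that of the same group in replicate 1 with r 0.40, but with that of 10 d TGFβ then 10 d withdrawn in replicate 1 with r 0.51, so a state and a shared technical axis cannot be told apart with 1 library per table. Counts and shares for this group may reflect the library more than the treatment.

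The library of 4 d TGFβ then 2 d withdrawn in replicate 2 had a treatment score of 107.6%, like the on-TGFβ libraries, while the same group in replicate 1 had 19.8%. Removing the GC and length trend left 109.3%, which argues against that bias. An exchange with a library labelled on TGFβ would leave such a library with a low score, and the lowest was 69.4%, at 2 d, so the tables argue against it. The 144 genes that had returned by 2 d of withdrawal in replicate 1 stood at 89.6% in this library, inside the 82.5% to 117.0% of on-TGFβ libraries. TGFβ still acting in the cells at harvest is therefore a candidate explanation. One target runs the other way: SMAD7 was at an FPKM of 4.37, near the 3.21 and 3.32 of untreated libraries, although it was also at 4.42 in the library of 10 d of TGFβ and at 13.0 to 19.3 in the other libraries on TGFβ of that replicate. A slower return after 4 d than after 10 d of treatment stays open, since the score of 19.8% in replicate 1 and that in replicate 2 come from 1 library each and cannot be told apart from a difference between cultures.

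The differences between the arms ran opposite ways in the tables, with r -0.65 across genes. With the GC and length trend removed r was -0.45, which argues against the trend as the whole of it. With 10 d of withdrawal left out and the trend removed r was -0.12, so the library of 4 d TGFβ then 10 d withdrawn in replicate 2 may account for most of it, although leaving out that day also removes its other libraries. Without 2, 4 or 6 d of withdrawal r was -0.65, -0.43 and -0.68 with values as deposited.

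The epithelial list was lower at 2 to 6 d of withdrawal than in untreated libraries, by a median of -0.59 with 24 of 24 genes and 12 of 12 libraries lower, -0.81 in replicate 1 and -0.49 in replicate 2. Among these libraries is that of 4 d TGFβ then 2 d withdrawn in replicate 2, whose treatment score was 107.6%, like the on-TGFβ libraries. That library also enters the values after 4 d of TGFβ, and no value without it is given. Over 10 lists the adjusted p was 0.000617 (fry), and 147 genes were called in this comparison (limma). The median of all genes was 0.0022. It was -0.48 after 4 d and -0.72 after 10 d of TGFβ, and within the sides of replicate 1 it was -1.01 over 5 libraries and -0.63 in 1. CDH1 had a change of -1.02 (SE 0.23, adjusted p 0.0368). Of 100 splits of the 16 libraries within tables, drawn from 784, 1 gave a median as far from 0, the real one. With the trend removed the median was -0.55 and with libraries centred it was -0.60, which argues against GC content and a shift of whole libraries. A part of the TGFβ change still to return would place the list between untreated and on TGFβ. It lay below the on-TGFβ libraries by -0.21 (17 of 24 genes lower, fry p 0.00623 over both tables). That gap was -0.08 in replicate 1 (fry p 0.0709), with -0.04 after 4 d and -0.10 after 10 d of TGFβ. In replicate 2 it was -0.27 (fry p 0.0341), with -0.06 after 4 d and -0.52 after 10 d of TGFβ. It rests mainly on 1 arm of 1 replicate, so a TGFβ change still to return stays open. Untreated D20 was lower than D2 by -0.48 in replicate 1. Time in culture as the whole is argued against, since 12 of 12 withdrawn libraries lay below both untreated libraries of their replicate, which the labels give as 1 at D2 and 1 at D20. In replicate 2 the columns do not say which is which, but their medians were 0.0085 and -0.0085. A lag or undershoot of epithelial genes on leaving TGFβ is a hypothesis that these data raise and do not settle. By qPCR the paper already reports a fall of CDH1 and CDH3 that lasted into withdrawal. It also reports that surface E-cadherin and an epithelial expression score recovered.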
